# Genomic and transcriptomic analysis of aroma synthesis in two hybrids between *Saccharomycescerevisiae* and *S.kudriavzevii* in winemaking conditions

**DOI:** 10.1186/s12934-015-0314-5

**Published:** 2015-09-04

**Authors:** Amparo Gamero, Carmela Belloch, Amparo Querol

**Keywords:** *Saccharomyces* hybrids, Gene expression, Microarrays, Alleles, Wine aroma, Fermentation temperature

## Abstract

**Background:**

Aroma is one of the most important attributes defining wine quality in which yeasts play a crucial role, synthesizing aromatic compounds or releasing odourless conjugates. A present-day trend in winemaking consists of lowering fermentation temperature to achieve higher aroma production and retention. *S.cerevisiae* × *S.kudriavzevii* hybrids seem to have inherited beneficial traits from their parental species, like fermenting efficiently at low temperature or producing higher amounts of certain aromatic compounds. In this study, allelic composition and gene expression of the genes related to aroma synthesis in two genetically and phenotypically different *S.cerevisiae* × *S.kudriavzevii* hybrids, Lalvin W27 and VIN7, were compared and related to aroma production in microvinifications at 12 and 28 °C. In addition, the contribution of the allele coming from each parental to the overall expression was explored by RT-PCR.

**Results:**

The results indicated large differences in allele composition, gene expression and the contribution of each parental to the overall expression at the fermentation temperatures tested. Results obtained by RT-PCR showed that in *ARO1* and *ATF2* genes the *S.kudriavzevii* allele was more expressed than that of *S.cerevisiae* particularly at 12 °C.

**Conclusions:**

This study revealed high differences regarding allele composition and gene expression in two *S.cerevisiae* × *S.kudriavzevii* hybrids, which may have led to different aroma profiles in winemaking conditions. The contribution of the alleles coming from each parental to the overall expression has proved to differently influence aroma synthesis. Besides, the quantitative contribution to the overall gene expression of the alleles coming from one parental strain or the other was clearly determined by the fermentation temperature for some genes.

## Background

*Saccharomycescerevisiae* is the most common species used in fermentations of alcoholic beverages at industrial level due to its ability to overcome other yeasts. Conversely, *S.kudriavzevii* species, which has not been related to industrial processes, has been isolated from decayed leaves in Japan [1] as well as from oak barks in Portugal [2] and Spain [3]. Nevertheless, natural hybrids between *S.cerevisiae* and *S.kudriavzevii* conducting wine fermentations have been discovered and characterized by genetic approaches [4–8].

The hybridization process among *Saccharomyces* species has been proposed as an adaptation mechanism to ferment at low temperatures [9–11]. Physiological data suggest that *Saccharomyces* hybrids might have inherited the ability to grow at high temperatures (30–37 °C) and ethanol tolerance from *S.cerevisiae* and the ability to grow at low temperatures (10–16 °C) from *S.kudriavzevii* [12]. These physiological characteristics point to *Saccharomyces* hybrids as better suited to produce wines in accordance with the new trends in winemaking, such as low temperature fermentations and increased aroma [13–16]. Oenological characterization of *S.cerevisiae* × *S.kudriavzevii* hybrid strains has demonstrated that the hybrids are well adapted to ferment at low and intermediate temperatures, producing moderate or higher levels of glycerol and less acetic acid with regard to reference strains of *S.cerevisiae* and *S.kudriavzevii* [17, 18]. Similar comparative studies additionally including *S.uvarum* and a hybrid between *S.cerevisiae* and *S.uvarum* indicated that the highest production of glycerol was produced by *S.uvarum*, *S.kudriavzevii* and the *S.cerevisiae* × *S.uvarum* hybrid [19–21]. Regarding aroma formation, González et al. [18] indicated that hybrids produced the same quantity of aromatic compounds as *S.cerevisiae* at high temperatures, and the same aromatic intensity as *S.kudriavzevii* at low temperatures, whereas Gamero et al. [21] found that this trend was only observed in case of fusel alcohol production. Moreover, in the latter study, the best aroma producers at 28 °C were *S.cerevisiae* strains, whereas *S.uvarum* and several hybrids excelled at 12 °C. Altogether, these studies pointed to the fact that aroma formation is highly dependent on both yeast strain and fermentation temperature [21].

Higher alcohols, acetate esters and ethyl esters are quantitatively the most important family of compounds forming secondary aroma. These compounds are synthesized by yeasts during alcoholic fermentation as a consequence of its secondary metabolism, a complex biochemical process in which a lot of interconnected reactions are involved. In the formation of these compounds numerous enzymes participate, such as permeases, transaminases, decarboxylases, reductases, acetyltransferases and acyltransferases [13, 22, 23]. Besides, *Saccharomyces* yeasts can also be involved in primary aroma improvement, for instance, through the release of monoterpenes by the action of glycosidases [24–26].

In addition to aroma compounds, other metabolites affecting sensorial profile of the wine can be formed during winemaking such as ethanol, acetic acid or acetaldehyde. Ethanol is one of the main compounds synthesized in wine fermentation and decreases flavour perception by increasing aromatic compounds solubility in wine thus lowering the volatile fraction [27]. Acetic acid is the main compound constituting wine volatile acidity, giving undesirable odor when present in high concentration. Excessive acetic acid concentration can occur as a consequence of stuck and sluggish fermentations [28]. Acetaldehyde is obtained by pyruvate decarboxylation, being most of it reduced to ethanol. However, when this compound remains in wine in excessive amount contributes to the oxidized perception [28].

Aroma synthesis involves very complex processes where different metabolic pathways are interconnected and several genes participate. After the *S.cerevisiae* genome sequencing [29], transcriptomic, proteomic, metabolomic, and phenotypic analyses have been conducted. DNA microarrays are one of the most powerful tools to analyze the whole transcriptome in one single analysis. However, all the studies using this technology for better understanding winemaking processes have been done carrying out fermentations with *S.cerevisiae* [30–37] or comparing the expression of different species of the genus [38]. Only some studies dealing with the hybrid *S.pastorianus* on beer are available [39, 40].In this way, there is no information about *S.cerevisiae* × *S.kudriavzevii* hybrids.

In the present research work, several genes involved in aroma synthesis have been studied at molecular level in two *S.cerevisiae* × *S.kudriavzevii* hybrids at the beginning of stationary phase during winemaking at 12 and 28 °C. The particular objectives of this research work were to assess the differences in allele composition and gene expression in the two hybrids and their impact to aroma formation at each temperature. In addition, the contribution of the alleles of each parental species to the aroma formation was explored by RT-PCR.

## Results

In the present research work, several genes involved in aroma synthesis have been studied in terms of allele composition and expression in two *S.cerevisiae* × *S.kudriavzevii* hybrids in winemaking conditions. The selection of the hybrids was based on their differences in both genotype and phenotype. Both hybrids are allotriploid, containing diploid *S.cerevisiae* genome and haploid *S.kudriavzevii* genome; although VIN7 is an almost perfect allotriploid hybrid whereas Lalvin W27 presents several chimerical chromosomes [6–8]. Regarding aroma profile, wine fermentations carried out at 12 °C by Lalvin W27 presented higher amount of higher alcohols compared to VIN7, whereas the latter excelled in the production of both acetate and ethyl esters. On the contrary, at 28 °C, those differences were no so evident [21]. Finally, acommercial non-cryotolerant *S.cerevisiae* strain was used as a control.

### Global analysis of gene expression

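Expression was measured by competitive hybridization on arrays of PCR-amplified ORFs of yeast S288c. Each array received cDNA of a hybrid and cDNA of S. cerevisiae Lalvin T73, and the measure is the log2 ratio of both signals. The hybrids also carry S. kudriavzevii alleles, for which the paper chose heterologous conditions. The ratio does not separate the alleles, and how well S. kudriavzevii cDNA bound to the S288c ORFs was not assessed. A ratio, and each count of up or down regulated ORFs, may therefore not reflect expression alone. There were 4 groups, Lalvin W27 and VIN7 after fermentation at 12 and 28 °C, with 3 arrays each (replicates A, B and C). The sample labels call the arrays of a group biological replicates, whereas the methods describe cells from 2 independent fermentations and 3 independent hybridization experiments, so the arrays of a group are treated as replicates with this limit. The source description in the labels of the W27 arrays at 28 °C gives 12 °C, while their titles and descriptions and the paper give 28 °C, which was used. According to the labels, the hybrid cDNA carried Cy3 and the T73 cDNA carried Cy5 on all 12 arrays. No dyes were swapped, so a difference between dyes cannot be separated from a difference between strains. The authors subtracted the global background, normalized each data set, removed the spots that were not found and corrected print tip effects by hand. The deposited values are log2 ratios with 1 value per ORF and array. Their direction is not stated beside them. It is likely T73 over hybrid, from the dyes and because the 2 ORFs that the paper gives by systematic name with a direction, YMR210W and YIR007W, have that direction only after the sign is turned. All values are therefore given as hybrid over T73. The table listed 6178 ORFs, each once, and 2 control features. Between 5815 and 6178 ORFs had a value on an array, and the number of arrays limits the precision. Of all values, 31 on 8 arrays lay below -15, while the highest was 8.83. Replicate C of VIN7 at 28 °C had a Pearson r across ORFs between -0.38 and -0.70 with 4 of the 6 arrays at 12 °C, and no other pair of the 66 had an r under -0.3. The direction of that array is not settled, and the main results for VIN7 at 28 °C are also given with its sign turned, an alternative chosen after seeing the data. Each ORF was tested with limma in 1 model with 4 group means over the 12 arrays, with Benjamini-Hochberg adjustment. T73 is part of every ratio, so its variation between arrays enters the spread. A test of a group against 0 leaves out any deviation of T73 that is common to the arrays of that group. The ORFs carry systematic names that were not paired with gene symbols or functions, so the other genes named in the paper have no values here.

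**Figure D1:**
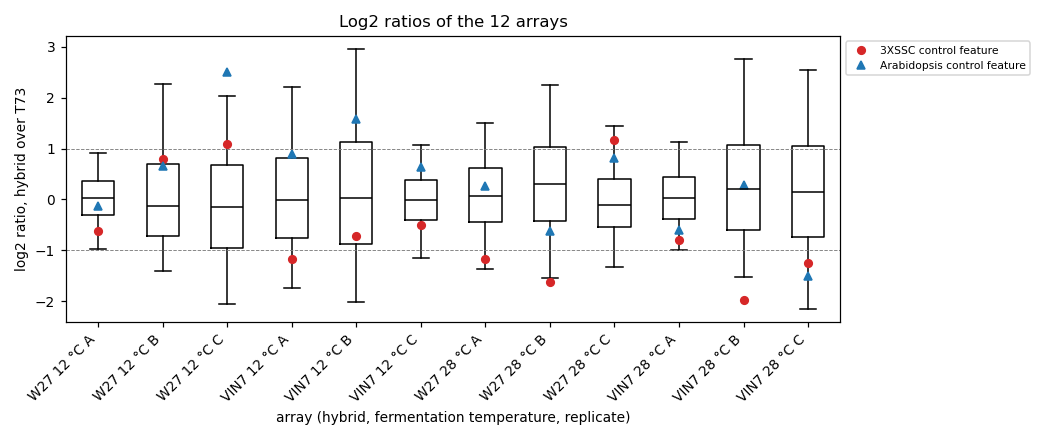
Log2 ratio of hybrid over T73 on each of the 12 arrays. Boxes span the quartiles of all ORFs with the median, whiskers reach from the percentile 5 to the percentile 95, dashed lines mark 2-fold differences, and symbols show the 2 control features; the box is narrowest on replicate A of W27 at 12 °C (SD 0.60) and wide on replicate B of VIN7 at both temperatures (SD 1.59).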

Gene expression of the two cryophilic hybrids used in this study, Lalvin W27 and VIN7, was compared to gene expression of reference mesophilic *S*. *cerevisiae* strain, Lalvin T73. 

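An ORF was counted as up or down regulated when the median log2 ratio over at least 2 arrays of a group was at least 1 or at most -1, which follows the methods of the paper. At 12 °C, 396 ORFs were up regulated in both hybrids, 257 in Lalvin W27 only and 457 in VIN7 only. Down regulation at 12 °C was found for 329 ORFs in both hybrids, 364 in W27 only and 402 in VIN7 only. At 28 °C, 92 ORFs were up regulated in both hybrids, 387 in W27 only and 608 in VIN7 only. Down regulated at 28 °C were 67 ORFs in both hybrids, 308 in W27 only and 269 in VIN7 only. An ORF that was up in one hybrid and down in the other is contained in both of the single-hybrid counts, which was the case for 9 ORFs at 12 °C and 57 at 28 °C. With the sign of replicate C of VIN7 at 28 °C turned, 112 ORFs were up in both hybrids at 28 °C, 367 in W27 only and 327 in VIN7 only. Down regulated were then 142 in both, 233 in W27 only and 222 in VIN7 only, and 11 ORFs had opposite directions.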

Table 1 summarizes the number of overlapping and selectively induced genes in the hybrids. Although the number of genes up or down regulated in case of VIN7 seems to be similar at both temperatures, a lower number of genes in Lalvin W27 appeared to be affected by high fermentation temperature. Moreover, there is a higher overlap between the up and down regulated genes at 12 °C than at 28 °C.

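In Lalvin W27, 657 ORFs were up and 694 down regulated at 12 °C, in total 1351 of 6176 (21.9%). At 28 °C, 479 were up and 375 down, in total 854 of 6171 (13.8%). In VIN7, 855 were up and 731 down at 12 °C, in total 1586 of 6166 (25.7%), and 700 were up and 338 down at 28 °C, in total 1038 of 6169 (16.8%). These counts carry no test. In 100 simulations of hybrids that do not differ from T73, with 1 variance per ORF for all arrays, the rule counted on average between 312 and 318 ORFs as up or as down in each group. Near-equal numbers were built in by that variance, whereas the real arrays differed in spread. They give no chance level for a single group. The alternative that moved the counts most was a 4-fold threshold, with 15 ORFs down in W27 at 12 °C. The counts also depended on single arrays. Without replicate A of W27 at 12 °C, 1028 ORFs were up and 1095 down, and without its replicate C, 576 were up and 326 down. Leaving out replicate C of W27 at 28 °C gave 877 up and 424 down. For VIN7 at 12 °C the counts were 1307 up and 1047 down without replicate C. For VIN7 at 28 °C they were 1288 up and 594 down without replicate A, which is more than at 12 °C, and 745 up and 539 down without replicate B. With each array recentred on its median, W27 had 781 up and 555 down at 12 °C and 383 up and 429 down at 28 °C, so which direction prevailed in W27 changed at both temperatures. The share of up regulated ORFs in VIN7 at 28 °C was 67.4% as deposited. It was 52.0% (522 up and 482 down) with each array recentred on its median, 54.9% (673 up and 553 down) with the arrays also scaled to the same spread, and 54.7% (439 up and 364 down) with the sign of replicate C turned. The T73 controls differed between temperatures (legend of Fig. 1), and the difference in numbers between temperatures was not tested.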

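The ORFs changed in the same direction in both hybrids were 725 at 12 °C. Of the changed ORFs with a value on at least 2 arrays in each hybrid, this is 53.9% in Lalvin W27 (of 1346) and 45.8% in VIN7 (of 1584). At 28 °C there were 159, or 18.6% (of 854) and 15.3% (of 1036). If the ORFs of both hybrids were independent, 173 shared ORFs would be counted at 12 °C and 74.8 at 28 °C. Both hybrids were compared with T73, and chance values of T73 enter the ratios of both. Simulated hybrids that do not differ from T73, with 50% of the variance between arrays placed in T73, shared on average 150 ORFs at 12 °C (range 125 to 178 in 100 simulations) and 149 at 28 °C (range 123 to 175). The count at 12 °C was above this range and the count at 28 °C was within it. With the sign of replicate C of VIN7 turned, the shared count at 28 °C was 254, above the range of 138 to 202 in 100 simulations with the variances of that setting. In each alternative run, the shared count at 28 °C stayed below that at 12 °C. Across ORFs, which are not independent replicates, the mean log2 ratios of the hybrids had a Pearson r of 0.68 at 12 °C and 0.10 at 28 °C (Spearman 0.70 and 0.06). The simulated hybrids had a Pearson r of 0.49 and 0.48 on average, so the share of variance placed in T73 is too high for the arrays at 28 °C as deposited. The simulation also gave same-letter arrays of both hybrids a common T73 part. Deviations of such arrays from their group means correlated between -0.40 and 0.05 at 12 °C and between -0.09 and 0.06 at 28 °C. Such a part was not seen at either temperature, so the simulated ranges rest on a setting that the arrays did not show. At 28 °C the Pearson r was 0.41 with the sign of replicate C of VIN7 turned and 0.32 without that array, so that 1 array decides much of this value.

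**Figure D2:**
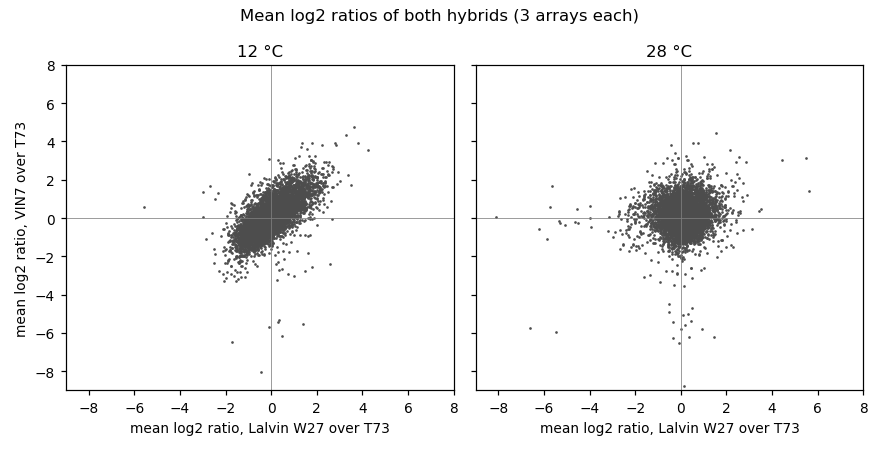
Mean log2 ratio (hybrid over T73, 3 arrays) of each ORF in Lalvin W27 on the horizontal axis and in VIN7 on the vertical axis, at 12 °C on the left and at 28 °C on the right. Each point is an ORF, and the points follow a diagonal at 12 °C (r 0.68) but not at 28 °C (r 0.10 as deposited, 0.41 with the sign of replicate C of VIN7 turned).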

**Table 1:** Global gene expression in hybrids Lalvin W27 and VIN7 at 12 and 28 °C

	Lalvin W27	VIN 7	Both hybrids
Up regulated genes at 12 °C	810	708	397
Down regulated genes at 12 °C	867	359	670
Up regulated genes at 28 °C	571	808	115
Down regulated genes at 28 °C	590	127	814

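The median of 3 arrays can pass the 2-fold threshold while the arrays differ in direction. Among ORFs beyond 2-fold with a value on 3 arrays, all 3 arrays had the same sign for 992 of 1330 (74.6%) in Lalvin W27 at 12 °C, 1049 of 1538 (68.2%) in VIN7 at 12 °C, 526 of 821 (64.1%) in W27 at 28 °C and 560 of 925 (60.5%) in VIN7 at 28 °C. Among all ORFs these shares were 47.1%, 43.2%, 33.6% and 33.1%, and chance gives 25%. That 25% does not apply to the ORFs beyond 2-fold. Their median already puts at least 2 of the 3 arrays on the same side, so chance gives a higher share there. With the sign of replicate C turned, the shares in VIN7 at 28 °C were 51.2% of the ORFs beyond 2-fold (374 of 730) and 25.1% of all ORFs. With limma and Benjamini-Hochberg adjustment at 0.05, none of 6176 ORFs passed in W27 at 12 °C. Chance gives 308.8 of them an unadjusted p under 0.05 on average, but ORFs are not independent, so a number can lie far from it. In W27 at 12 °C, 911 had an unadjusted p under 0.05. The number depended on single arrays, with 1178 without replicate A, 304 without replicate B and 264 without replicate C. In VIN7 at 12 °C, 34 passed (9 up and 25 down, 1298 at the unadjusted p). In W27 at 28 °C, 2 passed, both up (620 at the unadjusted p). In VIN7 at 28 °C, 1 passed, also up (855 at the unadjusted p). On simulated arrays, between 47.5% and 57.5% of ORFs changed by 2 on the log2 scale were found in a group, and at least 94% of those changed by 3. The simulation gave each ORF 1 variance on all arrays and independent errors, whereas the SD of the real arrays lay between 0.60 and 1.59. These shares may not hold for the real arrays, so few calls do not show that few ORFs changed. Without 1 array, the numbers at the unadjusted p ranged from 470 (without replicate B) to 1578 (without C) in VIN7 at 12 °C, from 332 (without B) to 650 (without C) in W27 at 28 °C, and from 525 (without B) to 1102 (without A) in VIN7 at 28 °C, where turning the sign of replicate C gave 540. Single arrays decided the number of calls as well. For VIN7 at 12 °C it was 231 without replicate C, 13 without replicate A and 0 without replicate B. For VIN7 at 28 °C it was 47 without replicate A, and 0 without replicate B, without replicate C or with the sign of replicate C turned. For W27 at 28 °C it was 5 without replicate C and 0 without replicate A or B. Among the calls with the same sign on all 3 arrays, the ORFs with the highest mean were YOR202W on chromosome XV, with a log2 ratio of 5.47 ± 0.80 (SD, n = 3) in W27 at 28 °C (adjusted p = 0.0335, limma), and YKL131W on chromosome XI, with 4.42 ± 0.54 (SD, n = 3; adjusted p = 0.0411, limma). The lowest were YFL012W-A and YFL014W on chromosome VI, with -3.27 ± 1.11 (SD, n = 3; adjusted p = 0.0279, limma) and -3.21 ± 1.25 (SD, n = 3; adjusted p = 0.0438, limma) in VIN7 at 12 °C. The call in VIN7 at 28 °C was YAR074C on chromosome I, named after its value was seen, with 2.54 ± 0.34 (SD, n = 3; adjusted p = 0.0396, limma). Its log2 ratio fell to 0.58 with the sign of replicate C turned. Each of these 5 ORFs kept its direction in every alternative, and each lost its call in at least 2 alternatives, among them the one without replicate B of its group.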

Genes with a fold change in expression greater than 2 (positive or negative) regarding *S.cerevisiae* Lalvin T73 were taken into consideration for further analysis. Up and down regulated metabolic functions (GO terms) for each hybrid at 12 and 28 °C appear in Tables 2 and 3, respectively. Almost no up regulated functions appeared at 12 °C in any of the hybrids, whereas metabolic functions related to transmembrane transport of sugars were down regulated in both hybrids. However, at 28 °C, the differences in the gene expression between the hybrids were more apparent. 

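The difference between the hybrids was tested directly with limma, as VIN7 minus Lalvin W27. Chance gives an unadjusted p under 0.05 for 5% of ORFs on average, but ORFs are not independent, so a share can lie far from it. At 28 °C, 0 of 6162 ORFs had an adjusted p under 0.05, and 555 (9.01%) had an unadjusted p under 0.05. At 12 °C it was 0 of 6164, with 138 (2.24%) at the unadjusted p. The difference between temperatures in this contrast, the interaction of hybrid and temperature, also gave 0 of 6149 ORFs, with 208 (3.38%) at the unadjusted p. In simulated arrays the test found none of the ORFs that differed by 2 on the log2 scale between hybrids and 61.0% (28 °C) or 60.8% (12 °C) of those that differed by 3, and the interaction test found 2.5% of the latter. The numbers at the unadjusted p rested on single arrays. At 28 °C it was 291 without replicate C of VIN7, 137 with its sign turned and 869 without replicate A of VIN7. At 12 °C it was 51 without replicate B of VIN7, 79 without replicate B of W27, 233 without replicate A of VIN7 and 254 without replicate C of VIN7. For the interaction it ranged from 127 without replicate A of W27 at 12 °C to 434 without replicate C of VIN7 at 12 °C.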

Most GO terms were found for down regulated genes in Lalvin W27 whereas in VIN7 only GO terms for up regulated genes were found. Lalvin W27 presented down regulation of most metabolic functions related to transmembrane transport of sugars.

**Table 2:** Go terms for the up and down regulated genes at 12 °C

	Lalvin W27	p value	VIN7	p value
5353 Fructose transmembrane transporter activity	D	1.32 × 10^−6^	D	3.64 × 10^−5^
5355 Glucose transmembrane transporter activity	D	1.94 × 10^−7^	D	8.91 × 10^−5^
8173 RNA methyltransferase activity	U	0.00323	–	–
15144 Carbohydrate transmembrane transporter activity	D	0.00034	–	–
15145 Monosaccharide transmembrane transporter activity	D	7.35 × 10^−7^	D	0.00020
15149 Hexose transmembrane transporter activity	D	7.35 × 10^−7^	D	0.00020
15578 Mannose transmembrane transporter activity	D	1.32 × 10^−6^	D	3.64 × 10^−5^
16209 Antioxidant activity	–	–	D	0.00838
16491 Oxidoreductase activity	D	5.26 × 10^−6^	D	2.20 × 10^−13^
16614 Oxidoreductase activity, acting on CH-OH group of donors	D	5.94 × 10^−8^	D	2.74 × 10^−10^
16616 Oxidoreductase activity, acting on the CH-OH group of donors, NAD or NADP as acceptor	D	6.01 × 10^−8^	D	3.16 × 10^−9^
16829 Lyase activity	D	0.00759	–	–
18456 Aryl-alcohol dehydrogenase activity	–	–	D	0.00167
51119 Sugar transmembrane transporter activity	D	8.55 × 10^−5^	D	0.00428
1901476 Carbohydrate transporter activity	D	0.00034	–	–

GO terms obtained from *Saccharomyces* Genome Database http://www.yeastgenome.org/.False Discovery Rate equals zero; no expected false positives

*D* down regulated, *U* up regulated, – no differences in expression with respect to the expression of the reference strain Lalvin T73

**Table 3:** Go terms for the up and down regulated genes at 28 °C

	Lalvin W27	p value	VIN7	p value
3735 Structural constituent of ribosome	–	–	U	0.00022
4634 Phosphopyruvate hydratase activity	D	0.00139	–	–
5353 Fructose transmembrane transporter activity	D	1.16 × 10^−8^	–	–
5355 Glucose transmembrane transporter activity	D	4.31 × 10^−8^	–	–
15144 Carbohydrate transmembrane transporter activity	D	3.46 × 10^−5^	–	–
15145 Monosaccharide transmembrane transporter activity	D	1.35 × 10^−7^	–	–
15149 Hexose transmembrane transporter activity	D	1.35 × 10^−7^	–	–
15578 Mannose transmembrane transportera ctivity	D	1.16 × 10^−8^	–	–
16491 Oxidoreductase activity	D	1.20 × 10^−14^	–	–
16614 Oxidoreductase activity, acting on CH-OH group of donors	D	6.13 × 10^−11^	–	–
16616 Oxidoreductase activity, acting on the CH-OH group of donors, NAD or NADP as acceptor	D	9.90 × 10^−10^	–	–
16829 Lyase activity	D	0.00394	–	–
16903 Oxidoreductase activity, acting on the aldehyde or oxo group of donors	D	0.00011	–	–
22892 Substrate-specific transporter activity	D	0.00808	–	–
51119 Sugar transmembrane transporter activity	D	9.65 × 10^−6^	–	–
1901476 Carbohydrate transporter activity	D	3.46 × 10^−5^	–	–

GO terms obtained from *Saccharomyces* Genome Database http://www.yeastgenome.org/.False Discovery Rate equals zero; no expected false positives

*D* down regulated, *U* up regulated, – no differences in expression with respect to the expression of the reference strain Lalvin T73

### Allele composition of aroma genes

Genes related to aroma production were selected among the expressed by the hybrids under fermentation conditions at 12 and 28 °C. With the aim to analyze the potential relationship between gene expression and parental species contribution, the allele composition of aroma related genes was determined for both hybrids (Fig. 1).

**Fig. 1:**
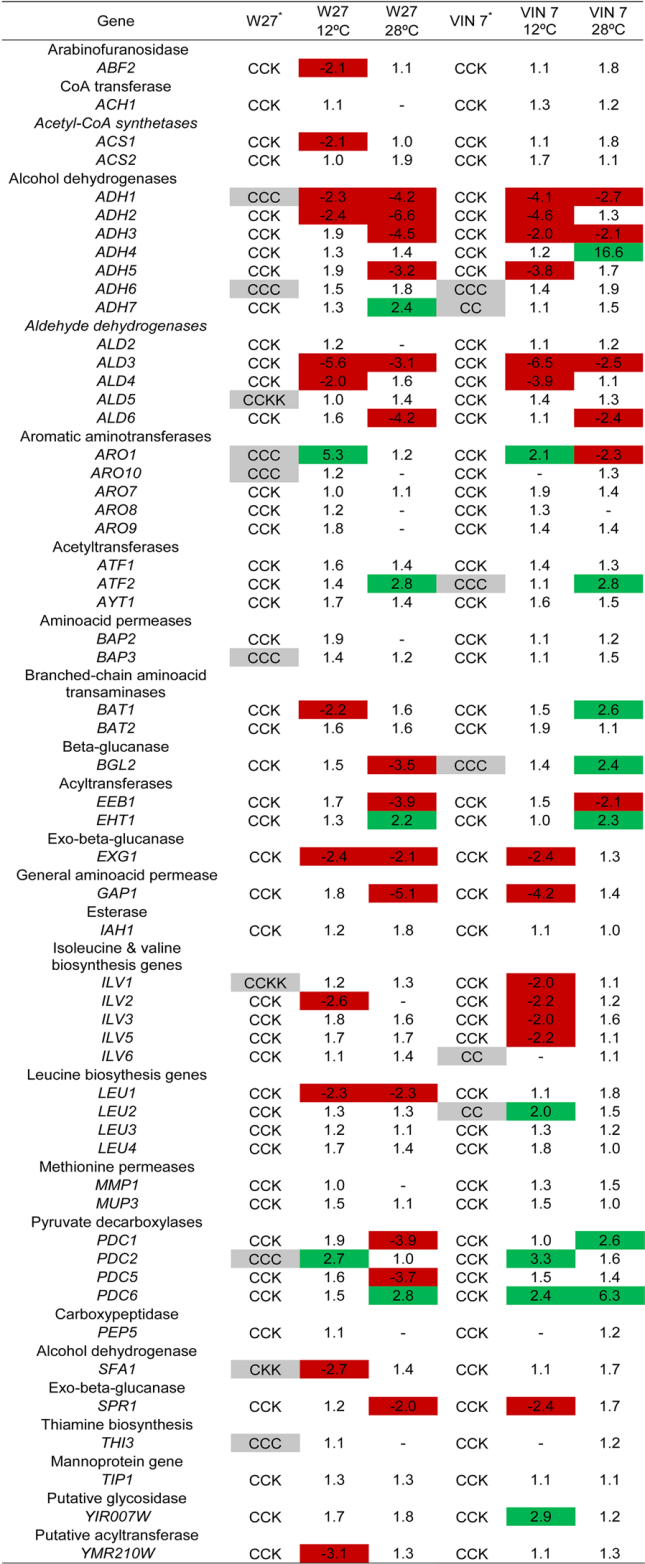
Hybrid allele composition and expression fold-change at 12 and 28 °C.^*^Lalvin W27 and VIN7 hybrid genome composition extracted from Belloch et al. [6] and Peris et al. [7], respectively; *C* *S.* *cerevisiae* allele, *K* *S.* *kudriavzevii* allele, *grey* *colour* allele composition of the genes located at chimerical chromosomes, *green* *colour* up regulation, *red* *colour* down regulation, – no hybridization. Comparison between temperatures is not possible due to the utilization of different controls

Lalvin W27 is allotriploid and most of the genes related to aroma production contain two alleles coming from *S.cerevisiae* and one allele from *S.kudriavzevii* (CCK). The exceptions to this pattern are some genes located at the chimeric chromosomes IV, V, IX, XIV and XV. Genes located at chromosome IV are composed of either three alleles of *S.cerevisiae* (CCC), such as genes involved in aminoacid metabolism and pyruvate decarboxylation (*ARO1,ARO10,BAP3,PDC2,THI3*); or one allele coming from *S.cerevisiae* and two alleles of *S.kudriavzevii* (CKK), such as the alcohol dehydrogenase gene *SFA1*. In chromosome V, genes involved in aldehyde and isoleucine metabolism (*ALD5,ILV1*) are composed of two alleles coming from *S.cerevisiae* and two alleles from *S.kudriavzevii* (CCKK). In addition, at chromosomes IX and XV, the alcohol dehydrogenase gene *ADH1* presents pattern (CCC) whereas the rest of the genes involved in aroma formation (*ALD4,ATF1,IAH1,SPR1,YIR007W*) present the regular pattern CCK. Finally, all genes related to aroma synthesis located in chromosome XIV present the common pattern CCK (*LEU4*).

Similarly, VIN7 is an almost perfect allotriploid hybrid, reason why most of the genes involved in aroma production presented two alleles coming from *S.cerevisiae* and one allele from *S.kudriavzevii* (CCK) (Fig. 1). Only two exceptions to this pattern were found; genes present in chromosome III (*ADH7*, *ILV6*, *LEU2*), which have lost the *S.kudriavzevii* part and contain two *S.cerevisiae* alleles (CC) and genes in chromosome VII, which appear to be composed either of three alleles of *S.cerevisiae* (CCC) (*ATF2*, *BGL2*) or present the regular pattern CCK (*ADH4,ARO8,LEU1,PDC6*).

### Expression of genes related to aroma production

The expression of genes associated to aroma production, namely aminoacids, higher alcohols, acetate esters, ethyl esters, ethanol, acetaldehyde and acetate metabolism as well as primary aroma release (glycosidases and glucanases) were investigated by their expression levels at 12 and 28 °C fermentation temperatures in both hybrids. Figure 2 shows changes in gene expression using different colors. Down regulated genes seem to be predominant at 12 °C with very few up regulated genes in both hybrids. No genes appear differently induced in the hybrids. On the other hand, a similar number of down and up regulated genes can be found at 28 °C and *BGL2* and *PDC1* appear differently induced in both hybrids.

**Fig. 2:**
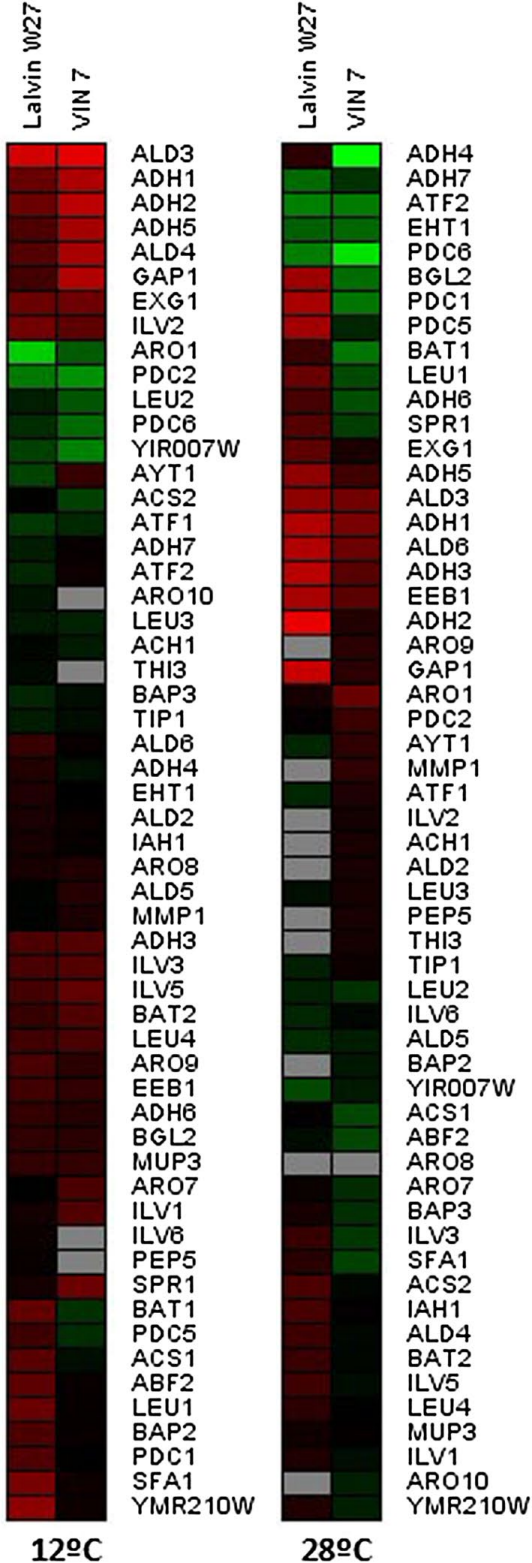
Heat maps depicting the level of expression of the aroma genes at 12 and 28 °C. *Green* up regulated, *red* down regulated, *black* no change in expression, *grey* no hybridization

### Expression of genes related to aminoacid and higher alcohol metabolism

Higher alcohols are produced from branched-chain aminoacids (leucine, isoleucine, valine), aromatic amino acids (phenylalanine, tyrosine, tryptophan) and the sulfur-containing amino acid methionine through the action of transaminases, decarboxylases and dehydrogenases. Figure 1 shows that at 12 °C, both hybrids presented clear up regulation in the gene *ARO1* whereas *LEU2* appeared up regulated exclusively in VIN7. Besides, several alcohol dehydrogenases and genes related to isoleucine biosynthesis were down regulated in both hybrids. The hybrid Lalvin W27 presented down regulation in *BAT1* and *LEU1*. Finally, VIN7 showed down regulation in *GAP1*. At 28 °C, both hybrids presented differences in expression regarding alcohol dehydrogenases. In addition, down regulation of the permease gene *GAP1* and the gene *LEU1* could be observed in Lalvin W27, whereas down regulation in the gene *ARO1* occurred in VIN7.

### Genes related to ester production

Acetate esters are synthesized through the condensation of higher alcohols and acetyl-CoA by the action of acetyltransferases whereas ethyl esters are synthesized by condensation between ethanol and acyl-CoA by acyltransferases. 

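YMR210W, on chromosome XIII, had a log2 ratio of -1.20 ± 0.95 (SD, n = 3) in Lalvin W27 at 12 °C. The arrays gave -0.12, -1.60 and -1.89, so it was lower than in T73 on 3 of 3, and the median corresponds to a 3.02-fold lower signal. With limma the standard error was 0.49 and the adjusted p = 0.328 over all ORFs (adjusted over the list alone, with the 2 ORFs named by the paper, p = 0.0567, limma). The paper chose these ORFs on the same arrays, and their direction served to set the sign of all values, so neither is independent evidence. With 1 array left out the log2 ratio stayed between -1.74 and -0.86. In VIN7 at 12 °C it was -0.34 ± 0.60 (SD, n = 3; adjusted p = 0.720, limma). The difference between the hybrids at 12 °C was 0.86 with a standard error of 0.69 (adjusted p = 1.00, limma), which is within the variation between arrays. At 28 °C the log2 ratio was -0.11 ± 0.64 (SD, n = 3) in W27, with a sign that changed when replicate A (0.03) or replicate C (0.12) was left out, and 0.85 ± 1.16 (SD, n = 3) in VIN7, or 0.08 with the sign of replicate C turned. The median in VIN7 at 28 °C corresponds to a 2.24-fold higher signal, and with that sign turned to a 1.35-fold lower one.

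**Figure D3:**
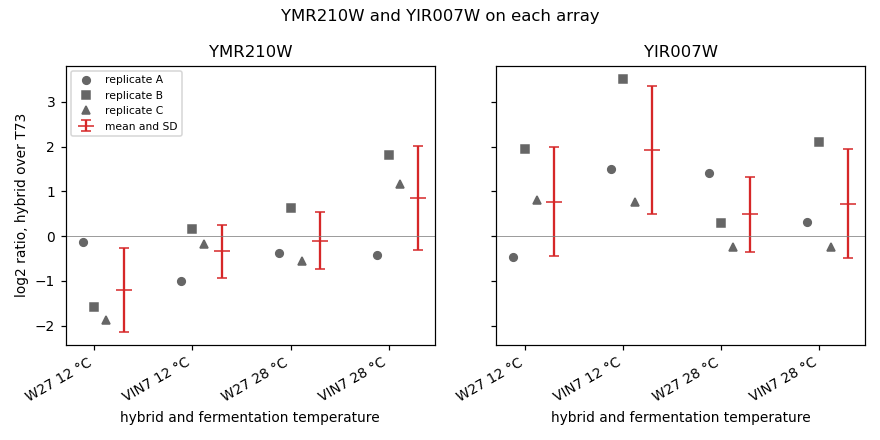
Log2 ratio (hybrid over T73) of YMR210W on the left and YIR007W on the right on each array of the 4 groups, with the mean and SD of 3 arrays in red. YMR210W lies below 0 on all 3 arrays of W27 at 12 °C (-0.12 to -1.89), and YIR007W lies above 0 on all 3 arrays of VIN7 at 12 °C (0.76 to 3.52).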

Figure 1 shows that, at 12 °C, the hybrids did not present differences in expression, although Lalvin W27 presented down regulation in the gene *YMR210W*. At 28 °C, both hybrids presented similar expression, up regulation in *ATF2* and *EHT1* as well as down regulation in *EEB1*.

### Genes related to ethanol, acetaldehyde and acetate metabolism

In the metabolism of ethanol, acetaldehyde and acetate several enzymes participate, such as alcohol dehydrogenases, aldehyde dehydrogenases, pyruvate decarboxylases and acetyl-CoA hydrolases and synthetases. Figure 1 shows that at 12 °C, both hybrids showed up regulation in most *PDC* genes as well as down regulation in most *ADH* and *ALD* genes. In addition, Lalvin W27 presented down regulation in *ACS1*. At 28 °C, both hybrids showed up regulation in some *ADH* and *PDC* genes as well as down regulation in other *ADH* and *ALD* genes. In addition, Lalvin W27 presented down regulation in some *PDC* genes.

### Genes related to glycosidase and glucanase activities

Glycosidases and glucanases can contribute to aroma improvement, through the release of glycosilated terpenes and subsequent varietal aroma increase. Both hybrids showed down regulation of *EXG1* at 12 °C. In addition, Lalvin W27 presented down regulation of *ABF2* and VIN7 in *SPR1* genes. However, VIN7 presented up regulation of *YIR007W*. 

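YIR007W, on chromosome IX, had a log2 ratio of 1.93 ± 1.43 (SD, n = 3) in VIN7 at 12 °C, with 1.49, 3.52 and 0.76 on the arrays, higher than in T73 on 3 of 3. The median corresponds to a 2.81-fold higher signal. With limma the standard error was 0.61 and the adjusted p over all ORFs was 0.137. With limma and p adjusted over the list alone it was 0.0143. As for YMR210W, the choice of this ORF and the sign of the values rest on the same arrays. Leaving out 1 array gave values between 1.13 (without replicate B) and 2.51 (without replicate C). In Lalvin W27 at 12 °C it was 0.77 ± 1.22 (SD, n = 3; adjusted p = 0.542, limma), higher on 2 of 3 arrays, and the difference between hybrids was 1.16 with a standard error of 0.86 (adjusted p = 1.00, limma). At 28 °C the log2 ratio was 0.49 ± 0.84 (SD, n = 3) in W27 and 0.72 ± 1.22 (SD, n = 3) in VIN7, or 0.89 in VIN7 with the sign of replicate C turned. These values depended on single arrays. Without 1 array, YIR007W ranged from 0.17 (without replicate B) to 1.39 (without A) in W27 at 12 °C. At 28 °C it ranged from 0.03 (without A) to 0.85 (without C) in W27. In VIN7 at 28 °C the range was 0.04 (without B) to 1.21 (without C).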

At 28 °C, Lalvin W27 presented down regulation of *BGL2*, *EXG1* and *SPR1*. On the contrary, VIN7 showed up regulation in *BGL2*.

### Real-time PCR expression experiments

Real-time PCR experiments were carried out to investigate the contribution of each allele, *S.cerevisiae* or *S.kudriavzevii*, to the global expression showed by the hybrids in aroma genes *ARO1*, *ATF2*, *BAT1* and *EEB1*. The selection of genes for RT-PCR was based on the different expression level of these genes among strains and temperatures as well as considering the genome composition differences between W27 and VIN7 (Fig. 1).

The calculated ratios *S.kudriavzevii* allele expression/*S.cerevisiae* allele expression (Table 4) showed that in some genes the allele coming from *S.kudriavzevii* parental was more expressed than its *S.cerevisiae* homologous. This seems to be the case of *ARO1* gene in VIN7 and *ATF2* gene in Lalvin W27. Moreover, this occurred at both temperatures, 12 and 28 °C, indicating that the expression of these genes is ruled by the expression of the *S.kudriavzevii* allele. Interestingly, these alleles were more efficiently expressed at 12 °C compared to 28 °C. In the case of genes *BAT1* and *EEB1*, the alleles coming from the *S.cerevisiae* parental were more expressed than that of *S.kudriavzevii* for both strains at both temperatures. Finally, in accordance to allele composition, no expression of the *S.kudriavzevii* allele was detected in the gene *ARO1* of Lalvin W27 as well as in the gene *ATF2* of VIN7 in any of the tested temperatures.

**Table 4:** Allele composition and ratios *S.* *kudriavzevii* allele expression/*S.* *cerevisiae* allele expression of the four selected genes at both temperatures

	*ARO1*	*ATF2*	*BAT1*	*EEB1*
W27	CCC	CCK	CCK	CCK
12 °C	–	4.6	0.6	0.7
28 °C	–	2.7	0.7	0.3

VIN7	CCK	CCC	CCK	CCK
12 °C	20.9	–	0.3	0.4
28 °C	8.7	–	0.5	0.5

*C* *S.* *cerevisiae* allele, *K* *S.* *kudriavzevii* allele

## Discussion

This study focuses on the expression analysis of genes involved in aroma production by cryotolerant *S.cerevisiae* × *S.kudriavzevii* hybrids Lalvin W27 and VIN7 at 12 and 28 °C fermentation temperatures.

The selection of the hybrids was based in their genomic and phenotypic differences. Hybrid VIN7 is an almost perfect allotriploid hybrid whereas Lalvin W27 contains several chimerical chromosomes [6–8]. Moreover, oenological characterization of *S.cerevisiae* × *S.kudriavzevii* hybrids indicated that these hybrids may have inherited advantageous traits from their parental species, such as efficiency to ferment at low and intermediate temperatures or the production of aromas and glycerol, interesting properties for winemakers [17, 18, 21].

Analysis of global gene expression pointed to differences in the number of overlapping and induced genes (up and down regulated) in the hybrids between temperatures. Comparison of up and down regulated genes showed that there was a higher number of up and down regulated genes shared by both hybrids at 12 °C than at 28 °C, suggesting a similar level of response to cold in both hybrids. 

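Correlations between arrays, taken across ORFs, compare the hybrids without a threshold. At 12 °C the mean Pearson r was 0.36 over the 6 pairs of arrays of the same hybrid (range 0.22 to 0.59) and 0.37 over the 9 pairs of arrays of different hybrids (range 0.13 to 0.74). At 28 °C it was 0.14 (range 0.06 to 0.25) and 0.06 (range -0.26 to 0.31). At 12 °C, 6 of the 10 ways to split the 6 arrays into groups of 3 gave a difference as large as the split by hybrid (exact permutation test, one-sided, p = 0.6). At 28 °C it was 1 of 10 (exact permutation test, one-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). The latter difference, 0.08, was -0.004 without replicate C of VIN7 and -0.08 with its sign turned. From the higher number of genes shared by both hybrids at 12 °C, the paper proposes a similar level of response to cold in both hybrids.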

Analysis of GO terms pointed out a similar metabolic response at 12 °C consisting in the down regulation of genes related with sugar transmembrane transport activity in both hybrids. In a similar study comparing the global expression of parental species, *S.cerevisiae* and *S.kudriavzevii*, the down regulation of sugar transmembrane transporters was observed solely in *S.cerevisiae* fermenting at 12 °C and not in *S.kudiavzevii* [38]. This may indicate that the down regulation of these genes in the hybrids correspond to the *S.cerevisiae* alleles.

Examination of parental genetic structure in the hybrids [6–8] revealed different allele composition in several genes involved in aroma production, what may lead to different levels of expression and different aroma profile in the resulting wines. In case of VIN7, 56 % of the aroma genes diverged from the standard pattern consisting of two copies coming from *S.cerevisiae* and one copy from *S.kudriavzevii*, CCK. These differences allowed for changes in expression with respect to the *S.cerevisiae* reference strain, Lalvin T73, at one or both temperatures tested. Most of the differentially expressed aroma genes were related to higher alcohol and acetate ester metabolism, as well as enzymes involved in varietal aroma release. The down regulation of alcohol dehydrogenases in VIN7 at 12 °C, was found in accordance with the relative low production of higher alcohols showed by this hybrid (Fig. 3) [21]. Similarly, the up regulation in *BGL2* in VIN7 at 28 °C would be in accordance with previous studies showing improved terpene release by *S.cerevisiae* and *S.kudriavzevii* hybrids respect to *S.cerevisiae* [41]. Besides, in case of Lalvin W27, this percentage of genes different from the pattern CCK was around 40 % and included genes related to higher alcohol, acetaldehyde and acetate metabolism. However, no correspondence was found between these results and previous studies except in case of 2-phenylethanol (*ARO1*) (Fig. 3) [21].

**Fig. 3:**
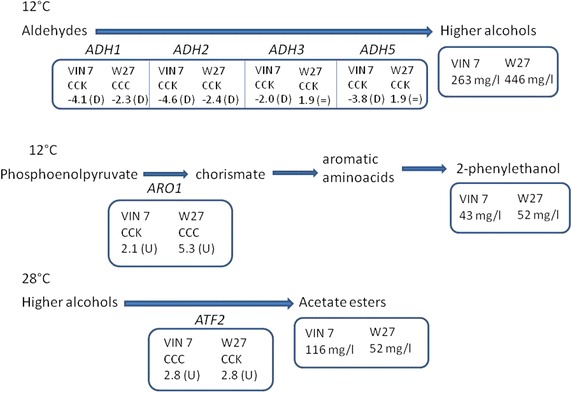
Most remarkable correlations between allele composition, gene expression and aroma formation. *W27* Lalvin W27, *D* down regulated with respect to the reference strain Lalvin T73, *=* no changes in expression with respect to the reference strain Lalvin T73, *U* up regulated with respect to the reference strain Lalvin T73; aroma amounts extracted from Ref. [21]

Data obtained in this study derived from RT-PCR correlated to previously published data regarding the allele composition of the hybrids Lalvin W27 and VIN7 [6–8]. This correlation can be seen in the genes where no *S.kudriavzevii* allele appears, such as *ARO1* in Lalvin W27 and *ATF2* in VIN7, since no expression derived from *S.kudriavzevii* was detected. Real time-PCR data pointed out a higher contribution of the *S.kudriavzevii* allele to the overall expression of the genes *ARO1* and *ATF2* in VIN7 and Lalvin W27, respectively. This increase in the expression level of both genes also occurred at both temperatures and interestingly, these alleles were more efficiently expressed at 12 °C compared to 28 °C, which reinforces the hypothesis that *S.kudriavzevii* is better adapted to ferment at low temperatures.

The up-regulation of *ARO1* in Lalvin W27 and *ATF2* in VIN7 was in accordance with the respective high levels of 2-phenylethanol and acetate esters produced by these strains (Fig. 3) [21]. Comparison with RT-PCR results indicate that the presence of three *S.cerevisiae* alleles (CCC) seem to positively influence aroma production. The higher expression of the *S.kudriavzevii* allele at 12 °C seems to have no effect on the production of 2-phenylethanol or acetate esters by these strains. In accordance with these results, previous studies presented *S.kudriavzevii* as bad aroma producer at moderate temperatures [21].

Hybridization process in yeasts has been proposed as an adaptation mechanism to ferment at low temperatures [9–11]. Data obtained in this study employing RT-PCR showed that the quantitative contribution of the alleles coming from one parental strain or the other to the overall gene expression was seemingly determined by the fermentation temperature.

## Conclusions

The study at molecular level of aroma production carried out by yeasts is of undeniable complexity, especially when dealing with hybrid genomes. In this research work, the study of two *S.cerevisiae* × *S.kudriavzevii* hybrids revealed high differences regarding allele composition and gene expression, which resulted in different aroma profiles in the resulting wines. In addition, it has been pointed out the different contribution of the alleles coming from each parental strain to the overall expression, which can be positive or negative in terms of flavour synthesis. Finally, it has been demonstrated that the quantitative contribution to the overall gene expression of the alleles coming from one parental strain or the other clearly was determined by the fermentation temperature for some genes.

## Methods

### Yeast strains

The yeasts strains used in this study were the commercial *S.cerevisiae* strain Lalvin T73 used as reference and two hybrids between *S.cerevisiae* and *S.kudriavzevii*, Lalvin W27 and VIN7, isolated from wine in Switzerland and South Africa, respectively.

### Allele composition of the genes related to aroma production

Genome composition of genes involved in aroma synthesis in the hybrids Lalvin W27 and VIN7 was determined from previously published data [6–8]. The allelic composition of each individual gene was determined searching the chromosome in which the gene was located employing *Saccharomyces* Genome Database [42].

### Total RNA extraction and cDNA labelling

Cells were collected by centrifugation (4000 rpm/min, 5 min) from two independent fermentations at 12 and 28 °C at the beginning of stationary phase, determined when 50 % of reducing sugars were consumed. RNA extraction method was based on consecutive treatments with phenol-tris, phenol–chloroform (5:1) and chloroform-isoamyl alcohol (24:1), and a final precipitation with ethanol and sodium acetate [43]. RNA concentrations and purity were determined using a Nanodrop spectrophotometer ND-1000 (Nanodrop Technologies™, Wilmington, DE). RNA integrity was determined by electrophoresis in 1 % agarose gel. 2–4 μg of total RNA from each sample was linearly amplified using the Low RNA Input Fluorescent Linear Amplification kit (Agilent Technologies™, CA, USA). 2–3 μg of amplified cRNA was used as template for cDNA synthesis. cDNA was marked indirectly with “SuperScript™ Indirect cDNA Labeling System” (Invitrogen™, San Diego, CA). The fluorophores used were Cy3 and Cy5 mono-reactive Dye (Amersham GE Healthcare™, Amersham, UK) and dye incorporation was monitored using a Nanodrop spectrophotometer.

### cDNA hybridization

A mixture of 200–300 pmol of the two labeled samples was concentrated in a Concentrator Plus (Eppendorf™, Hamburg, Germany). Competitive hybridization was performed on a Yeast 6.4K Array, PCR-amplified ORFs of yeast S288c strain, (Microarray Centre, UHN, Toronto, ON, Canada) in hybridization chambers AHC (ArrayIt Corporation, CA, USA) at 42 °C overnight. Heterologous conditions according to [38] were employed to assure the hybridization of the *S.kudriavzevii* genome. Pre-hybridization solution contained 3X SSC, 0.1 % SDS and 0.1 mg/ml BSA; hybridization solution contained 5× SSC, 0.1 % SDS and 0.1 mg/ml of salmon DNA. Microarrays were washed manually with different solutions containing different SSC 20× and SDS 10 % concentrations (Sol.1: 2× SSC-0.1 % SDS; Sol.2: 0.1× SSC-0.1 % SDS; Sol.3: 0.1 SSC; Sol4: 0.01× SSC). Signal intensities of Cy3 and Cy5 were acquired with an Axon GenePix 4100A scanner (Molecular Devices, CA, USA) using GenePix Pro v.6.1 software, at a resolution of 10 µm.

### Microarray data analysis

Microarray data were derived from three independent experiments of cDNA hybridization. Raw data with global background subtraction were generated from GenePix pro 6.0. Analyses were done using the Acuity 4.0 software (Molecular Devices, CA, USA). 

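In the deposited values the median log2 ratio of an array lay between -0.14 and 0.30, so the arrays are centred near a ratio of 1 but not on it. The SD of an array lay between 0.60 and 1.59, and the share of ORFs beyond 2-fold on a single array between 8.84% (replicate A of Lalvin W27 at 12 °C) and 49.4% (replicate B of VIN7 at 12 °C). The values were used without further normalization.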

Individual data sets were normalized to a log_2_ ratio value of 1. After normalization, data were filtered to remove the spots flagged as not found and were manually processed for print tip effect corrections. 

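At least 2 arrays gave a value for 6176 of the 6178 ORFs in Lalvin W27 at 12 °C, 6166 in VIN7 at 12 °C, 6171 in W27 at 28 °C and 6169 in VIN7 at 28 °C. A value on all 3 arrays was found for 6082, 6056, 5982 and 5783 ORFs, respectively. Requiring all 3 arrays left 620 ORFs up and 305 down in VIN7 at 28 °C, the group with the lowest number of complete ORFs.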

Only the spots with at least two replicates were considered. Finally, replicates were combined and their medians were calculated. The first cut-off was the selection of the genes presenting at least twofold log_2_ ratio values, according to the literature [33, 34, 36]. For these genes, a “GO terms” enrichment analysis was done using the GO Term Finder tool in the *Saccharomyces* Genome Database [42]. Regarding the statistics, a False Discovery Rate (FDR) analysis and a significance level of 99 % (p value <0.01) were applied. Heat maps and hierarchical clustering were done using the Genesis software 1.7.6 (Graz University of Technology, Austria).

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE30779 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE30779.

### Real-time PCR (RT-PCR)

Expression of genes *ARO1*, *ATF2*, *BAT1* and *EEB1* was investigated by RT-PCR. Gene selection was based on expression differences among the hybrids at the temperatures tested, as observed at microarray data. Gene expression normalization was carried out using *ACT1* since its expression remains constant along fermentation. Primer design was achieved using the tool Primer-BLAST (NCBI) and *S.cerevisiae* and *S.kudriavzevii* gene sequences deposited in databases [44]. Forward and reverse primers were designed to hybridize with *S.cerevisiae* or *S.kudriavzevii* alleles of the selected genes (Table 5). The specificity of the primers as well as their annealing temperature was confirmed by PCR Mastercycler pro (Eppendorf, Germany). RNA extraction and cDNA synthesis were carried out as previously explained. RT-PCR runs were done in triplicate in a LightCycler^®^ 480 Real-Time PCR System (Roche, Switzerland) and analyzed employing the manufacturer software. Relative quantification of gene expression was achieved by comparison with *ACT1* expression with kinetic PCR efficiency correction.

**Table 5:** Primers employed in the RT-PCR experiments for the genes *ACT1*, *ARO1*, *ATF2*, *BAT1* and *EEB1*

Primer	Primer sequence
*ACT1*-F	GCCCCAGAAGAACACCCTGT
*ACT1*-R	AGGACAAAACGGCTTGGATGGA
*ARO1*Sc-F	GGCGGTATTGTTGAAAGCGCTG
*ARO1*Sc-R	GAACTCAGCTTCTGCGGAGCA
*ARO1*Sk-F	CCGCCGTCACAATTCCCTTG
*ARO1*Sk-R	CTGATCAGGGCGTTGCGGAT
*ATF2*Sc-F	GGTCTGGGGGTCCTACAACTTG
*ATF2*Sc-R	GATTGCACCGCCTCTTTGCTG
*ATF2*Sk-F	GCCTGCATTGACATCGATGCC
*ATF2*Sk-R	CCCTGGTGGAGAGATTGTGCC
*BAT1*Sc-F	TCGGTTCTGGTACTGCTGCTG
*BAT1*Sc-R	AATGCACCACATTGTTCACCAGGC
*BAT1*Sk-F	GCCCCATTGGACGGTACTATCTTG
*BAT1*Sk-R	CGCCTTGTTGAGCTCTAGTAGCA
*EEB1*Sc-F	GGCTTTCAGAGATTCTAAGCGCC
*EEB1*Sc-R	CACCGGCTGACAAATAAAGGGTC
*EEB1*Sk-F	AGGAGTTACAAGTGCCCGATGAC
*EEB1*Sk-R	CGTCGGGCATACCCATCGAT

*Sc* *S.* *cerevisiae*, *Sk* *S.* *kudriavzevii*; *F* forward, *R* reverse

Gene expression level in the hybrids was expressed as the ratio between the expression of the alleles from *S.kudriavzevii* and *S.cerevisiae*.

How the deposited data were processed for this re-analysis (not part of the article)

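Expression of the hybrids Lalvin W27 and VIN7 was compared with that of S. cerevisiae Lalvin T73 after fermentation at 12 and 28 °C on 12 arrays of S288c ORFs, 3 for each hybrid and temperature. According to the labels the hybrid cDNA carried Cy3 and the T73 cDNA Cy5 on every array. The authors scanned the arrays with GenePix, subtracted the global background, normalized each data set in Acuity, removed spots that were not found and corrected print tip effects by hand. The deposited table holds the resulting log2 ratios, 1 per feature and array, for 6178 ORFs and 2 control features, and every column of the table was matched to an array. The intensities of the spots were not used here, so signal over background is unknown. The direction of the ratio is likely T73 over hybrid, as given by the dyes and by the direction the paper states for YMR210W and YIR007W, and the sign of all values was turned to give hybrid over T73. No pair of arrays shared more than 0.116% of equal values, so none is a copy of another.

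The rule of the paper was applied to each group: a value on at least 2 arrays, the median over arrays, and a change of at least 2-fold. Shared ORFs were those that passed in the same direction in both hybrids. For comparison, 100 data sets were simulated in which the hybrids do not differ from T73. Each ORF had its residual variance from the limma fit, the same on all arrays. Of this, 50% was placed in T73 as common to same-letter arrays of both hybrids. Each ORF was also tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 model with 4 group means), for each group against 0, for VIN7 minus W27 at each temperature and for the interaction of hybrid and temperature. Benjamini-Hochberg adjusted p under 0.05 counted as a call. The fit, the 2-fold rule and the shared counts were tested on simulated data. Medians by chromosome, taken from the systematic names, were compared with 10000 random sets of ORFs of the same size. Correlations were computed across ORFs, and differences between groups of arrays were tested by enumerating all splits of the arrays. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

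The design, the tests of ORFs and of shared counts, and most alternatives were chosen before the data were examined: the mean in place of the median, a value on all 3 arrays, thresholds of 1.5-fold and 4-fold, recentring of each array on its median, recentring with scaling to the same spread, extreme values set to the quantiles at 0.1% and 99.9%, a term for the replicate letter, a robust prior, a fit of only the arrays compared, a mean log2 ratio of at least 1 beside the adjusted p, and leaving out each array. Turning the sign of replicate C of VIN7 at 28 °C and removing a trend along the order of names (a running median over 51 ORFs, for odd and even positions apart) were added after seeing the data. So were the joining of chromosomes I to III, most tests of technical explanations, a simulation with the variances of the turned setting, and 2 further readings of Table 1, as all ORFs changed in a hybrid and as the same with the VIN7 and both-hybrids entries of the down regulated genes exchanged. All 3 readings were run over every setting. ORFs are named by a rule: those the paper names by systematic name and, as the identifiers were not paired with gene names, at most 2 that rose and 2 that fell. How the latter were taken, as the highest and the lowest means over the calls of the 4 groups with the same sign on all arrays, was set after the data were seen, and so was the naming of YAR074C.

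Gene symbols and functions were not paired with the identifiers. The tests of hexose transporters, of other functional sets and of the aroma genes were therefore not run, and the GO terms of Tables 2 and 3, the heat maps, the RT-PCR and the aroma compounds were not analysed here.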

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

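The comparison of chromosome medians with random sets and the recentring of arrays were planned, whereas joining chromosomes I to III, all other tests in this part and the limits by which the tests were read were chosen after the results were seen.

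ORFs on chromosomes I to III, which the paper does not discuss as a group, had higher ratios of hybrid over T73 than those on chromosomes V to XVI. Their median log2 ratio was 0.45 in W27 at 12 °C, 0.50 in VIN7 at 12 °C, 0.32 in W27 at 28 °C and 0.62 in VIN7 at 28 °C (0.47 with the sign of replicate C turned). With each array recentred on its median the values were 0.53, 0.50, 0.23 and 0.51. Without 1 array they ranged from 0.34 to 0.55 in W27 at 12 °C, from 0.31 (without replicate A) to 0.55 in VIN7 at 12 °C, from 0.19 (without replicate A) to 0.44 in W27 at 28 °C and from 0.40 (without replicate B) to 0.85 (without replicate C) in VIN7 at 28 °C, so the sign stayed while the size depended on single arrays. Chromosome IV also had a higher median than chromosomes V to XVI in each group. In W27 at 28 °C its median, 0.319, was as high as that of chromosomes I to III (0.318) and above that of chromosome II (0.237). Chromosomes I to IV held 24.8% of the ORFs tested in W27 at 12 °C but 40.8% of its up regulated ORFs, and in W27 at 28 °C 48.0% of the up regulated ORFs. For chromosomes I to III joined, a random set of ORFs is excluded, since the medians lay above 100% of random sets in each group. Taken singly, chromosome I in VIN7 at 28 °C had a median of 0.27, above only 87.1% of the random sets. On replicate C, whose sign is not settled, that chromosome had a median of -0.84. In every other case the single chromosomes lay above at least 99.47% of the random sets. An alternation between neighbouring ORFs on the replicate B arrays, described among the other observations, is argued against as the source because 7 of the 8 other arrays had a shift over 2 standard errors. Copy number as the paper gives it for chromosome III of VIN7, with the S. kudriavzevii copy lost, would not raise that chromosome, and is argued against as the source there. Its median minus that of chromosomes V to XVI was on average 0.75 ± 0.57 (SD) over the 6 VIN7 arrays, 3.20 standard errors between arrays above 0, and at least 2.49 without 1 array. At 28 °C alone it was 1.61 standard errors, which does not decide. For the other chromosomes and W27, copy number alone, a different number of chromosome copies in the hybrids, stays open, as do the copies of T73. In units of the spread of each array, the shift differed between arrays of 3 of the 4 groups by more than 2 standard errors over ORFs (from 0.07 to 0.92 in W27 at 28 °C), with replicate C of VIN7 at 28 °C left out because its sign is not settled. With that array kept, the shift in VIN7 at 28 °C went from 0.094 to 1.04, the widest range, or from -0.094 with its sign turned, and 4 of 4 groups differed. These errors hold no variation between arrays, however, so this does not exclude copy number there. A gradual trend along the order of names, as from the layout of the print, stays open. It would place the left arm of chromosome IV above the right arm in each group, and the difference was -0.078 in W27 at 12 °C, -0.084 in W27 at 28 °C (bootstrap standard errors 0.088 and 0.051), 0.07 in VIN7 at 12 °C and 0.24 in VIN7 at 28 °C. Removing such a trend lowered the shift to 0.08, 0.07, 0.03 and 0.18 in the 4 groups, but the removal takes out any regional difference, whatever its source.

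The buffer feature 3XSSC, a control that the paper does not report on, had a median log2 ratio of -1.16 in W27 at 28 °C and -1.25 in VIN7 at 28 °C, against 0.80 in W27 and -0.71 in VIN7 at 12 °C. The value in VIN7 at 28 °C is that of replicate C, and with its sign turned the median was -0.81, within 2-fold. Over the 12 arrays it lay beyond 2-fold on 7, below on 5 and above on 2, and ranged from -1.97 to 1.16. With that sign turned it lay below on 4 and above on 3. Deviations in both directions are consistent with noise in a ratio of 2 small signals, but without intensities this cannot be told apart from a difference between the dyes at low signal. The Arabidopsis control feature lay beyond 2-fold on 3 arrays. No biological explanation was tested.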

How the results depend on the processing

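The alternative with the sign of replicate C of VIN7 at 28 °C turned and the removal of the name-order trend were chosen after seeing the data. Over all alternatives, 108 of the values of 2-fold counts stayed within 1.5 times the main count and 48 did not. For limma calls these numbers were 81 and 24. Neither 108 nor 81 measures how stable the results were. The 108 include counts that an alternative could not alter, such as those of W27 when the sign of the VIN7 array was turned. The 81 include every comparison with 0 calls in the main fit and again in the alternative. All 24 that moved belonged to VIN7 at either temperature or to W27 at 28 °C. Where a count moved, the cause was not tested, except that a lower fold threshold admits more ORFs and a higher one fewer. W27 at the lower temperature, the contrasts of VIN7 with W27 and the interaction had 0 calls in the main fit and in every alternative run.

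With a threshold of 1.5-fold, W27 at 12 °C had 1213 ORFs up and 1519 down, VIN7 at 12 °C 1531 and 1457, W27 at 28 °C 1290 and 974, and VIN7 at 28 °C 1481 and 976. Shared were 822 up and 870 down at 12 °C, and 392 and 235 at 28 °C. With a threshold of 4-fold the numbers were 145 and 15, 193 and 97, 46 and 47, and 87 and 33, and shared 63 and 6 at 12 °C, and 8 and 5 at 28 °C. With the mean of the arrays, 28 ORFs were shared down at 28 °C. With arrays recentred and scaled, 728 were down in W27 and 553 in VIN7 at 28 °C, and 133 were shared down. With the sign of replicate C turned, 439 were up in VIN7 at 28 °C, 142 were shared down and the correlation of the mean ratios at 28 °C was 0.41. With the name-order trend removed, 432 were down in W27 at 12 °C, 425 were up in VIN7 at 28 °C and 40 were shared up at 28 °C. The median of chromosomes I to III in W27 at 12 °C was 0.60 with scaled arrays. It was 0.083 with the trend removed, and 0.067 in VIN7 at 12 °C.

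For limma calls, VIN7 at 12 °C had 6 with scaled arrays and 67 in a fit of only the arrays compared. W27 at 28 °C had 1 with recentred arrays, 0 with extreme values set to quantiles, 0 with the sign of replicate C turned and 1 with the trend removed. VIN7 at 28 °C had 0 with recentred arrays, in a fit of only the arrays compared, with the sign turned and with the trend removed, and 2 with extreme values set to quantiles, with a value required on all 3 arrays and with a robust prior. The deviations of same-letter arrays of both hybrids from their group means correlated between -0.40 and 0.06, so the letters were not taken as pairs, although the B arrays share an alternation between neighbouring ORFs (see the other observations). A replicate block as a term of the model gave 0 calls in W27 at 28 °C and 5 in VIN7 at 28 °C.

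Without 1 replicate at a time, ORFs up in W27 at 12 °C ranged from 480 to 1028 and down from 326 to 1095, up in VIN7 at 12 °C from 621 to 1307 and down from 535 to 1047, up in W27 at 28 °C from 365 to 877 and down from 387 to 432, and up in VIN7 at 28 °C from 745 to 1288 and down from 323 to 594. Shared ORFs up ranged from 302 to 535 at 12 °C and from 55 to 154 at 28 °C, and shared down from 156 to 473 and from 25 to 118. Calls ranged from 0 (without replicate B) to 231 (without replicate C) in VIN7 at 12 °C, from 0 to 5 (without replicate C) in W27 at 28 °C and from 0 to 47 (without replicate A) in VIN7 at 28 °C. The correlation of the mean ratios at 28 °C ranged from -0.066 (without replicate B of VIN7) to 0.32 (without replicate C of VIN7). The shared count at 12 °C stayed above that at 28 °C in each of these. The log2 ratio of YMR210W in W27 at 28 °C changed sign to 0.0090 with the trend removed and ranged from -0.47 to 0.12 without 1 replicate (0.03 without replicate A, 0.12 without replicate C). The other named ORFs kept their direction, and in 29 cases 1 of them lost its call. Among the 5 called ORFs the adjusted p rose at most to 0.831, for YAR074C with the sign of replicate C turned.

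The alternatives for hexose transporters, functional sets and aroma genes were not run, because identifiers were not paired with gene names. Keeping every row had no effect, since each ORF is listed once. Signal over background is unknown, so what it limits was not assessed.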

Differences from the paper's values

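The paper's Table 1 and the counts here are on the same scale, numbers of genes beyond 2-fold. The text calls the genes overlapping and selectively induced, so the entries of a single hybrid were compared with the ORFs changed in that hybrid only. For 7 of the 12 entries the counts then differed by more than 1.5 times. Up regulated at 12 °C in Lalvin W27 only were 810 genes in the paper and 257 here, and none of 13 alternatives set before the data were examined came within 1.5 times. Up regulated at 12 °C in VIN7 only were 708 in the paper and 457 here. The mean of the arrays (522), a threshold of 1.5-fold (707), and leaving out replicate B (549) or C (516) of W27 or replicate A (640) or C (832) of VIN7 at 12 °C came within 1.5 times, and the other 7 alternatives did not. Down regulated at 12 °C in W27 only were 867 in the paper and 364 here, and in both hybrids 670 in the paper and 329 here. For both, a threshold of 1.5-fold and leaving out replicate A of W27 at 12 °C came within 1.5 times, and the other 11 alternatives did not. Down regulated at 28 °C in W27 only were 590 in the paper and 308 here, with a threshold of 1.5-fold and the recentred and scaled arrays within 1.5 times and 11 alternatives not. Down regulated at 28 °C in VIN7 only were 127 in the paper and 269 here, and in both hybrids 814 in the paper and 67 here, and none of the 13 alternatives came within 1.5 times for either.

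The columns are headed by the hybrid alone, and another reading was tried after the values were seen. Taken as all ORFs changed in a hybrid, the paper's 810 and 867 for W27 and 708 for VIN7 at 12 °C stand against 657, 694 and 855 here, and 7 of 12 entries come within 1.5 times. In that reading the paper's down regulated entries cannot hold as printed, since 670 in both hybrids exceed 359 in VIN7 at 12 °C, and 814 in both exceed 590 in W27 and 127 in VIN7 at 28 °C. With the VIN7 and both-hybrids entries of the down regulated genes also exchanged, 9 of 12 come within 1.5 times, among them the paper's 670 and 359 against 731 and 329 here. Outside stay the paper's 590, 814 and 127 against 375, 338 and 67 at 28 °C. With this reading and the arrays recentred and scaled, all 12 of 12 come within 1.5 times (728, 553 and 133 for the last entries). The same arrays give 6 of 12 entries in the reading as 1 hybrid only and 8 of 12 as all ORFs without the exchange. With the exchange, the other settings with 12 entries gave between 0 and 9. The match of 12 is thus the best of all combinations of 3 readings with every setting run, and the readings were set after the values were seen, so it shows neither how Table 1 was made nor that its entries were exchanged.

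The paper describes the number of changed genes in VIN7 as similar at both temperatures. Here it was 1586 at 12 °C and 1038 at 28 °C, and the count at 28 °C was higher than at 12 °C without replicate A of VIN7 at 28 °C (1288 up and 594 down). The paper's text gives a false discovery rate analysis for the enrichment of GO terms and names no test for single genes, so the limma calls have no counterpart there. For YMR210W in VIN7 at 28 °C the paper's fold change is about 1.3 in Fig. 1, read by eye, and it is not marked as regulated, while here the median is 2.24-fold up. Values that are not marked in Fig. 1 carry no minus sign, so only their size was compared. With the sign of replicate C turned, an alternative chosen after seeing the data, the median is 1.35-fold lower, but this rests on 1 ORF whose 3 arrays had an SD of 1.16. On the log2 scale the gap as deposited is within that SD. YIR007W in W27 at 28 °C also had a gap within its SD, about 1.8 in Fig. 1 against 1.23 here. No sign is in doubt there, so a gap can arise without a turned array. The remaining values of both ORFs were closer to those of Fig. 1.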

Other observations

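The count of shared ORFs in simulated hybrids, the test of other splits of the arrays and the median of chromosome III against random sets were planned, but all the other tests in this part, and the limits by which every test was read, were chosen after the results were seen. Lags between neighbours, pairing of arrays, control features and trend removal were all looked at before the tests were set.

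Fewer ORFs were shared by both hybrids at 28 °C than at 12 °C. The arrays at 28 °C were also less alike within a hybrid, with a mean r of 0.136 (range 0.06 to 0.25) against 0.36 at 12 °C, which is consistent with lower reproducibility as part of the difference. A smaller true difference from T73 at 28 °C could lower this r too, and so remains open with a true difference between the hybrids. The sign of replicate C of VIN7 at 28 °C is not the whole source, since 254 ORFs were shared with the sign turned and 725 at 12 °C.

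At 12 °C the 725 shared ORFs exceeded the mean of 150.4 for simulated hybrids that do not differ from T73. The simulation assumes that 50% of the variance lies in T73, as a part common to same-letter arrays of both hybrids. Such a part was not seen in the arrays at either temperature. The simulation covers chance values of T73 but not a true difference of T73 from both hybrids. A response common to the hybrids and a difference of the T73 control therefore cannot be told apart with this design.

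On the replicate B arrays, ratios alternated between neighbouring ORFs in the order of names. Spearman correlation at a distance of 2 ORFs minus that at a distance of 1 was on average 0.22 on the 4 B arrays (lowest 0.15), and -0.01 and -0.03 on the A and C arrays. B was the highest in 4 of 4 groups. Of the 81 ways to pick 1 array per group, 1 was as extreme (exact permutation test, p = 0.0123, or 0.037 for 3 letters), although the letter was noticed before it was tested. The pattern suggests a batch of arrays or hybridizations that follows the letter B. Coexpression of neighbours is argued against, since it would make direct neighbours the most alike, and the lowest difference on the B arrays was 0.15. Whether the B arrays share 1 print pattern cannot be told apart from separate patterns: the contrast between odd and even positions in 258 blocks of 24 ORFs had a mean r of 0.028 between B arrays (range -0.37 to 0.46) and 0.05 between other arrays (range -0.62 to 0.61).

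Replicate C of VIN7 at 28 °C had a negative r with 5 of the 6 arrays at 12 °C, under -0.3 with 4 of them, and with the 3 W27 arrays at 28 °C (-0.06 to -0.26). With its sign turned, its mean r was 0.37 with the 12 °C arrays (range -0.10 to 0.70), 0.18 with the W27 arrays at 28 °C and -0.06 with replicates A and B of its own group. Swapped dyes on an array of VIN7 at 28 °C could explain the former but leave an r of -0.057 with its own replicates, and an array of material from 12 °C with swapped dyes could explain the 0.37. As deposited, the r with its own replicates was near 0 as well, so the 2 explanations, and a true difference of the culture, cannot be told apart.

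The paper gives VIN7 only S. cerevisiae copies of chromosome III. If the lost S. kudriavzevii copy lowered the signal, VIN7 minus W27 would be below 0 there. The median over its 206 ORFs was 0.12 at 12 °C (88.1% of random sets lower) and 0.0583 at 28 °C (75.8%). It ranged from -0.02 to 0.32 at 12 °C without 1 array, and from -0.23 (without replicate B of VIN7) to 0.65 (without replicate C of VIN7) at 28 °C, so a lower signal was not seen and cannot be excluded.

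For VIN7 against W27, 10 of 10 splits of the 6 arrays had at least as many calls as the 0 of the real split at each temperature, and for the interaction it was 100 of 100 splits. With 0 calls these outcomes were fixed, so they decide nothing about chance. At an unadjusted p under 0.05 the real split at 28 °C had the most ORFs of 10 splits, 555, but with the sign of replicate C of VIN7 turned it had the fewest, 137 (other splits up to 716), so this rank rests on the direction of 1 array, while at 12 °C 5 of 10 splits had as many as the 138 of the real one.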
